# Female *Drosophila melanogaster* Gene Expression and Mate Choice: The X Chromosome Harbours Candidate Genes Underlying Sexual Isolation

**DOI:** 10.1371/journal.pone.0017358

**Published:** 2011-02-28

**Authors:** Richard I. Bailey, Paolo Innocenti, Edward H. Morrow, Urban Friberg, Anna Qvarnström

## Abstract

**Background:**

The evolution of female choice mechanisms favouring males of their own kind is considered a crucial step during the early stages of speciation. However, although the genomics of mate choice may influence both the likelihood and speed of speciation, the identity and location of genes underlying assortative mating remain largely unknown.

**Methods and Findings:**

We used mate choice experiments and gene expression analysis of female *Drosophila melanogaster* to examine three key components influencing speciation. We show that the 1,498 genes in Zimbabwean female *D. melanogaster* whose expression levels differ when mating with more (Zimbabwean) versus less (Cosmopolitan strain) preferred males include many with high expression in the central nervous system and ovaries, are disproportionately X-linked and form a number of clusters with low recombination distance. Significant involvement of the brain and ovaries is consistent with the action of a combination of pre- and postcopulatory female choice mechanisms, while sex linkage and clustering of genes lead to high potential evolutionary rate and sheltering against the homogenizing effects of gene exchange between populations.

**Conclusion:**

Taken together our results imply favourable genomic conditions for the evolution of reproductive isolation through mate choice in Zimbabwean *D. melanogaster* and suggest that mate choice may, in general, act as an even more important engine of speciation than previously realized.

## Introduction

The evolution of sexual isolation during speciation depends on a joint change in male sexual traits and female preference for those traits [1]. Theoretical work has identified several genetic conditions favouring this process, such as sex linkage and spatial clustering of genes underlying species-specific sexual signalling systems, [2]–[5]. Our empirical knowledge of the genetics underlying male secondary sexual traits is increasing [4], but the genetics underlying female choice mechanisms, causing biases in male fertilization success [6], remain largely unexplored. Sex linkage of the genes underlying female choice mechanisms should lead to increased potential rate of sequence divergence in response to selection [7] and favours processes such as reinforcement [3] and good genes sexual selection [2], but not Fisherian runaway selection [2]. The spatial clustering of mate choice genes affects inter-taxon recombination during periods of contact and gene exchange and can mitigate the homogenising effects of gene flow [5]. Therefore taxa whose female choice genes are more sex-linked and/or more highly clustered are expected to be more prone to speciation, other things being equal.

Biases in male reproductive success may be caused by multiple female choice components (Fig. 1; Text S1) that together can have an overriding influence on reproductive isolation between populations [8]. From a mechanistic point of view, female mate choice is the product of the interplay between neurological and physiological processes, which in turn are regulated by gene expression patterns during courtship and mating. An important step in understanding the link between mate choice and speciation is therefore to understand how female gene expression patterns affect reproductive isolation. Gene expression studies do not rely on pre-existing genetic divergence to reveal mechanistic associations between genes and traits, making them ideal for identifying genes that are potential targets for future divergence. Establishing the identity of the genes underlying plastic female responses to males belonging to their own population versus other populations can be used to make predictions of (i) the potential for future divergence, (ii) the rate by which divergence may proceed, and (iii) what evolutionary processes are likely to be driving their evolution.

**Figure 1:**
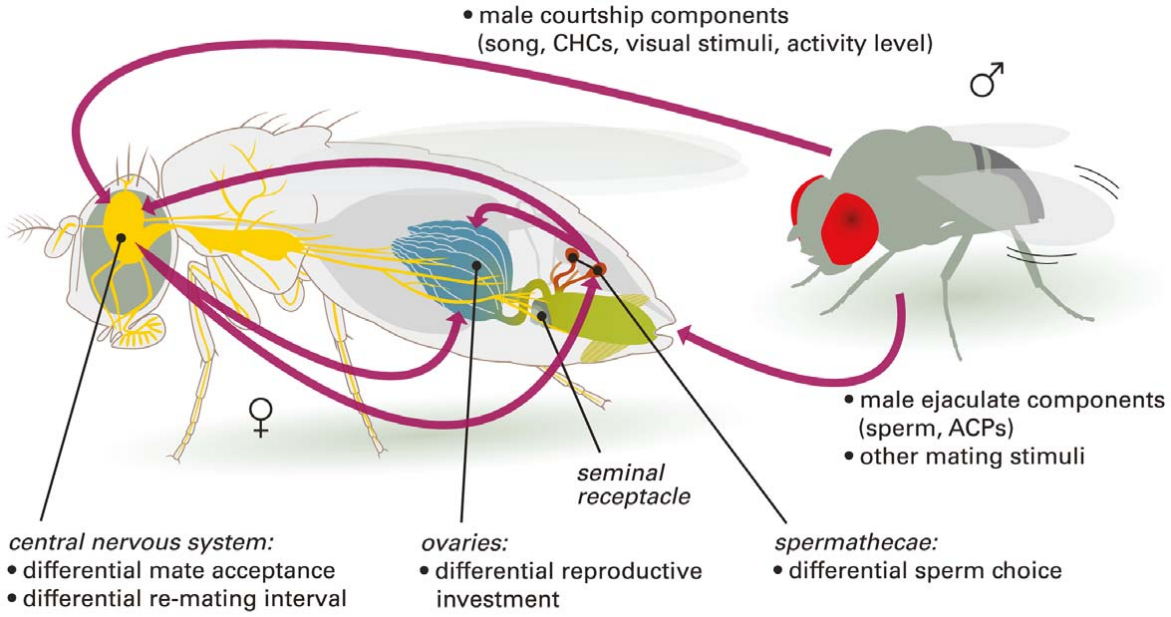
Mechanisms of mate choice influencing sexual isolation. Mate choice is any bias in male reproductive success caused by female responses (active or passive) to phenotypic differences between males (6; Text S1). The labelled female tissues (seminal receptacle not tested for overrepresentation of candidate mate choice genes; green  =  other untested parts of the reproductive tract) are possible locations for mechanisms of mate choice (bullet points). The arrows represent routes by which mate choice may occur. Active female choice is represented by arrows starting or finishing at the female brain; passive female choice by any arrows that do not involve the female brain. Arrows between tissues within the female represent neuronal and/or hormonal responses. The digestive tract, containing the majority of the remainder of the tested tissues, is represented in dark grey. ACPs  =  accessory gland proteins; CHCs  =  cuticular hydrocarbons.

*Drosophila melanogaster* from outside sub-Saharan Africa (cosmopolitan or M strain) are thought to have diverged from southern African strains during their spread around the world as human commensals within the last 10,000 years [9]–[11]. They are genetically depauperate and the majority of their genetic variation is thought to be a subset of that found in Africa [12], [13], although a number of fixed differences exist (10) and mean *F*_ST_ between European M strain and Zimbabwean (Z strain) *D. melanogaster* is 0.23 [14]. Lineages such as these that are at an early stage of evolving reproductive isolation may serve as important model systems for studying speciation through divergence in sexual signalling systems. There is partial reproductive isolation between populations of *Drosophila melanogaster* from Zimbabwe (Z strain) and from the rest of the world (M strain) [15]–[17]; M strain females show no apparent pre-copulatory preferences for M males but Z strain females prefer Z males. Sperm-egg incompatibilities also exist when females from ‘strong Z’ isofemale lines (those with strong sexual preference for Z males) mate with M strain males, but not vice versa [18]. In this study we use mate choice experiments and gene expression analysis in Z strain female *D. melanogaster* to examine three key components influencing speciation: (i) which of the known mate choice mechanisms in *Drosophila* are likely to be involved in Z female discrimination against M males (i.e. that play a role in relation to sexual isolation), (ii) the degree of sex linkage of the candidate mate choice genes involved in sexual isolation; and (iii) the physical clustering of these genes. Thus, we view female discrimination of males belonging to other populations than their own as a composite trait (i.e. the result of a joint action of several mate choice mechanisms) and use gene expression analysis to establish a candidate set of genes underlying this composite trait. The candidate set of genes is subsequently used to evaluate the potential for evolution of stronger sexual isolation (i.e. stronger discrimination against males not belonging to their own population).

By identifying genes differentially expressed between Z strain females mated to preferred Z males versus less preferred M males, we find that (i) tissue specificity patterns of the identified candidate genes indicate the action of multiple mate choice mechanisms involved in sexual isolation, (ii) candidate mate choice genes involved in sexual isolation cluster disproportionately on the X chromosome, and (iii) they form several tight physical clusters on the X chromosome and the autosomes. These conditions are expected to lead to faster evolution than would be the case with few genes involved in mate choice and little X linkage, plus a greater possibility for divergence in sympatry in certain genomic regions. We therefore conclude that mate choice may act as an even more powerful engine of speciation than previously realized.

## Results

### Female mate choice in Z and M strains

Using a multi-choice mating design allowing separate estimation of mate choice and mating propensity [19], [20], we confirm a mate preference of Z females for Z males in two individual ‘strong Z’ lines and one composite line (SZ) made up of six strong Z isofemale lines (Table 1). We also show that, in the best-fitting statistical model, both sexes of M strain have more than four times the mating propensity of Z strain. Hence M strain males court more vigorously, and M strain females have lower resistance to courtship. Furthermore, we find that a model of asymmetric preference of both Z and M females for Z males provides the best fit to the data (Table 1). The composite line (SZ) with confirmed discrimination against M males was subsequently used in the gene expression analysis.

**Table 1:** Multi-choice mate preference tests.

Model	Likelihood	Deviance	Parameters	AIC	*I* Z	*I* M	*MP* male	*MP* female
**Asymmetric female preference + ** ***MP*** ** sexes combined**	**−279.64**	**559.27**	**2**	**563.27**	**0.43**	**0.43**	**4.77**	**4.77**
**Symmetric isolation + ** ***MP***	**−278.69**	**557.37**	**3**	**563.37**	**0.23**	**0.23**	**1.53**	**5.7**
**Asymmetric female preference + ** ***MP***	**−278.69**	**557.37**	**3**	**563.37**	**0.32**	**0.32**	**3.27**	**5.7**
**Z female preference only + ** ***MP***	**−278.69**	**557.39**	**3**	**563.39**	**0.26**	**0**	**2.02**	**5.74**
Male isolation only	−284.58	569.16	2	573.16				
Z female preference only + *MP* sexes combined	−289.92	579.83	2	583.83				
*MP* only	−292.81	585.62	2	589.62				
Asymmetric male preference + *MP* sexes combined	−297.32	594.63	2	598.63				
Asymmetric male preference only	−298.7	597.4	1	599.4				
Symmetric isolation + *MP* sexes combined	−308.31	616.62	2	620.62				
Symmetric isolation only	−352.41	704.82	1	706.82				
Symmetric female isolation only	−351.51	703.02	2	707.02				
Asymmetric female preference only	−365.63	731.27	1	733.27				
Random mating	−371.53	743.05	0	743.05				

*I*  =  isolation/preference index for Z strain or M strain; *MP*  =  mating propensity. Model comparisons of multi-choice mate preference tests ranked by AIC (best-fitting model at the top). Models in bold represent the candidate set that provide a good fit to the data (AIC within 2 of the best model), and only parameter estimates for these models are presented.

### Differentially expressed genes

To elucidate potential mechanisms of sexual isolation through mate choice, we identified candidate female choice genes by examining gene expression in Zimbabwean SZ female *D. melanogaster* 30 minutes after mating with more (their own strain) versus less (M strain) preferred males. 

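Each of the 8 samples was a pool of 8 whole SZ females, and each pool was hybridised to an array of its own. In 4 pools the females had mated with SZ males (ZxZ) and in 4 with M strain males (ZxM), at 7 days after eclosion. The deposited values are log2 expression levels, which the authors background-corrected, calibrated between arrays and transformed with VSN and summarised per probe set with RMA. They cover 18952 probe sets, of which 183 are controls, and run from 6.05 to 15.15. Scanner files were not used here, so these steps were not repeated. Over all probe sets, which are not independent replicates, pairs of arrays correlated at 0.996 to 0.998 (Pearson's r), and none of the 28 pairs was identical. The array's annotation gave 1 gene for 13647 probe sets and several genes for 402, and 4720 further probe sets were not listed and stay unnamed. For each of the 11983 genes the probe set with the largest variance was kept, and the 5991 genes in the upper 50% by interquartile range over the 8 arrays (a range of at least 0.0908) were tested. The test was limma with array weights and an empirical Bayes step, two-sided, on the log2 difference ZxZ minus ZxM, which is estimated with these weights and can depart from the difference of the unweighted group means given here. Genes at 10% FDR after Benjamini-Hochberg adjustment are called. The array weights ran from 0.505 for ZxM replicate 2 to 1.75 for ZxM replicate 1. The 75th percentile of an array's values was 9.50 ± 0.0335 (SD, n = 4) in ZxZ and 9.58 ± 0.0410 (SD, n = 4) in ZxM, with no overlap between the groups (exact permutation test, two-sided, p = 0.0286, the smallest p that 4 arrays against 4 allow, and 0.256 after adjustment over 9 array measures). In data simulated for this comparison over the 5991 genes, the same fit recovered 58.2% of the genes changed by 0.25 on the log2 scale, 94% of those changed by 0.5 and 98.5% of those changed by 1, and 11 of its 178 calls were false. The simulated noise was independent between genes and alike on all arrays, and the changes went in both directions at random. The share of false calls in the real data can therefore differ. The number of arrays limits the precision of each value. The filter, the test, 25 lists of genes and the rule for the genes named were fixed before the data were examined.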

At 10% false discovery rate (i.e. up to 10% of genes are expected to be false positives) 1,498 genes were differentially expressed between ZxZ and ZxM matings (Table S1). These represent the set of candidate genes whose expression level is associated with mate choice discrimination between M and Z males. 

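In ZxZ females 1057 genes were lower and 66 were higher than in ZxM females at 10% FDR from limma, which is 18.7% of the genes tested. Among the called genes whose groups do not overlap, the 3 largest differences were lower in ZxZ and lay on the X chromosome: CG15571 was at 8.94 ± 0.341 (SD, n = 4) in ZxZ and 9.66 ± 0.255 (SD, n = 4) in ZxM (log2 difference -0.79, SE 0.155, adjusted p = 0.0866 from limma), CG12716 differed by -0.75 (SE 0.140) and CG15570, the neighbour of CG15571 in the assembly Release 6 plus ISO1 MT, by -0.59 (SE 0.132). Kr-h1, a transcription factor induced by juvenile hormone, was lower by -0.44 on the log2 scale (SE 0.0880, adjusted p = 0.0866) and srp, a GATA factor of blood cells and fat body, by -0.42 (SE 0.0924, adjusted p = 0.0866). Pepck1, an enzyme of gluconeogenesis, was higher in ZxZ at 12.67 ± 0.0757 (SD, n = 4) against 12.47 ± 0.0757 (SD, n = 4) in ZxM (log2 difference 0.22, SE 0.0551, adjusted p = 0.0866 from limma). Most of the differences were small, with a median size of 0.18 on the log2 scale (quartiles 0.16 and 0.21), a 1.13-fold difference.
The other named genes with lower levels in ZxZ were CG13113 at -0.58, the X-linked CG11381 at -0.56, CG4066 at -0.46, CG5674 at -0.40 and Map205, which encodes a microtubule-associated protein, at -0.40. Higher in ZxZ were CG10621 at 0.42, yellow-d at 0.25, the cytochrome P450 gene Cyp4aa1 at 0.24, dyw at 0.23, JhI-26, which is inducible by juvenile hormone, at 0.22, CG10280 at 0.21, lov at 0.21, CG6138 at 0.20 and dpr12, a gene of the immunoglobulin superfamily, at 0.18. These 20 genes were chosen among the called genes whose ZxZ and ZxM arrays do not overlap. When probe sets were chosen again with arrays centred on the median or after cyclic loess, another probe set stood for CG6138 and was lower in ZxZ. The median of the 1057 lower genes, -0.18, was -0.072 after quantile normalization of the same probe sets, a setting added after the data were seen, and none of them was called by limma at 10% FDR.
Calls were most frequent at middle expression levels. Between log2 levels of 10 and 11, 409 of 1265 genes were lower in ZxZ and none was higher, while between 7 and 8 there were 28 higher and 29 lower of 981. The count depended on the settings: with limma no gene passed 10% FDR without array weights (1365 at an unadjusted p under 0.05), without the variability filter (2529) or after quantile normalization (569, of which 51.3% were lower in ZxZ, and 584 with 59.6% lower when probe sets and tested genes were held, against 90.9% of 2094 as deposited), the replicate number as a block left 1 call (1606 at an unadjusted p under 0.05), dropping both the weights and the moderation of the variances left 10 calls, and centring each array on its median gave 3674 calls, 98.8% of them lower (2500 with probe sets and tested genes held, 98.4% of them lower). Leaving out 1 array left 0 calls without ZxM replicate 1, ZxM replicate 3, ZxZ replicate 3 or ZxZ replicate 4, and 2122, 2844, 2577 and 2009 calls without ZxM replicate 2, ZxM replicate 4, ZxZ replicate 1 and ZxZ replicate 2. From differences between females of the same strain after mating with preferred and with less preferred males, the paper reasons to a set of candidate genes of female choice.

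**Figure D1:**
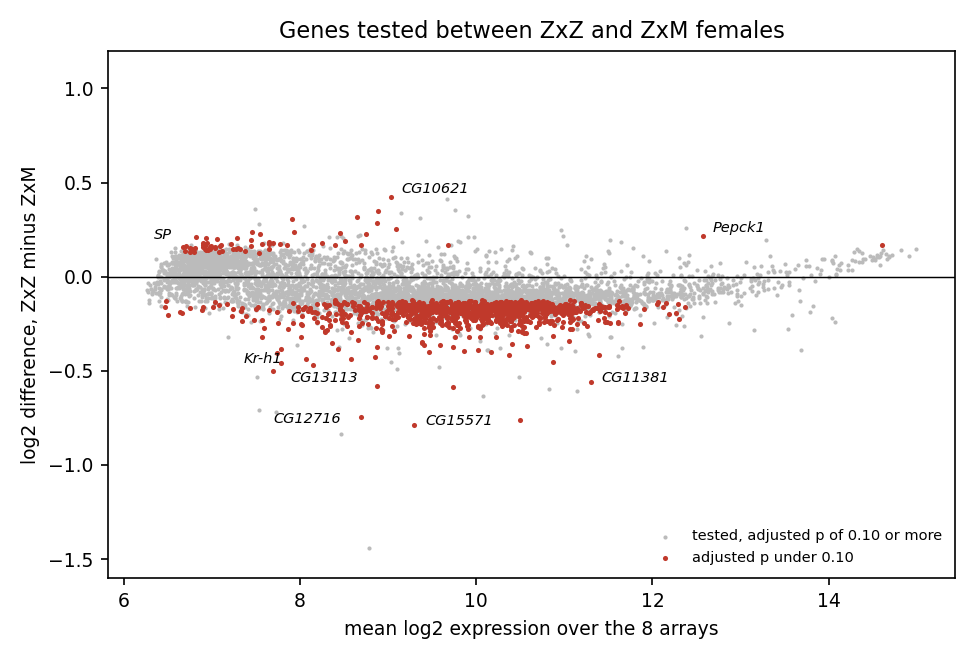
Log2 difference, ZxZ minus ZxM, of each tested gene (vertical axis) against its mean log2 expression over the 8 arrays (horizontal axis), with genes at 10% FDR in red and all other tested genes in grey. The red points below 0 crowd between levels of 9 and 11, where 388 of 1326 and 409 of 1265 genes were lower in ZxZ.

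**Figure D2:**
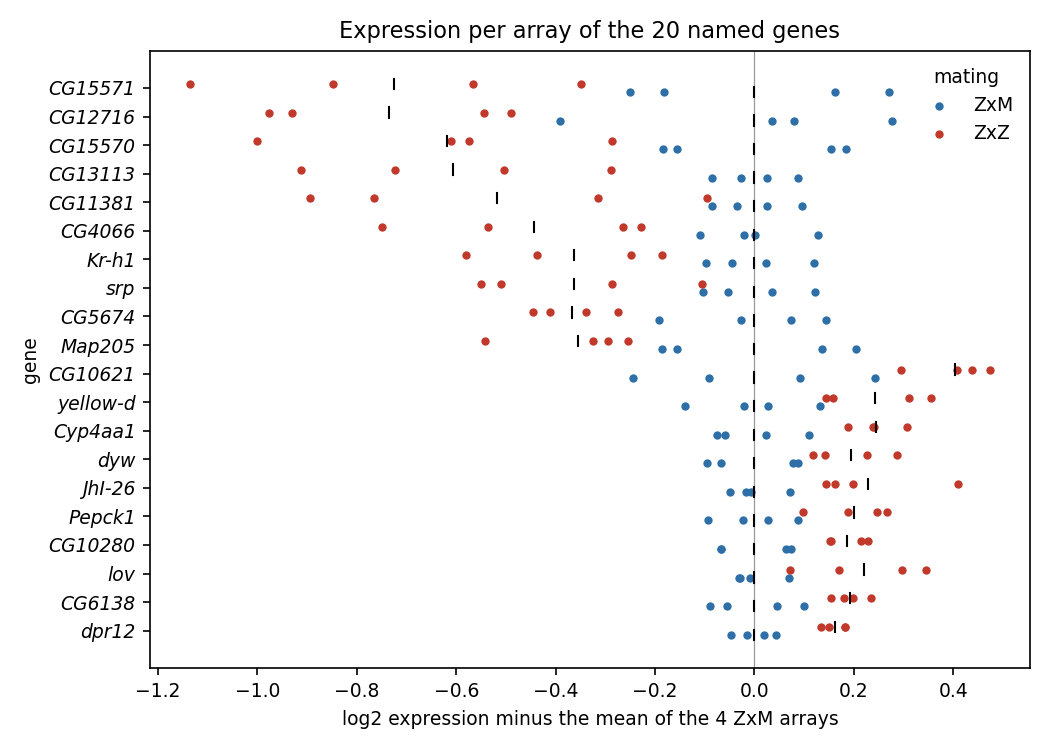
Log2 expression of the 20 named genes on each of the 8 arrays (horizontal axis), given as the difference from the mean of the 4 ZxM arrays, with ZxM in blue, ZxZ in red and black bars at the group means. The genes were chosen for having no overlap between the groups, so the separation of the points is built in; the differences run from -0.79 for CG15571 to 0.42 for CG10621.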

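Of 37 tested genes of mitochondrial ribosomal proteins, 9 were lower in ZxZ, none was higher and 28 did not pass the test (22 lower when adjusted over the list alone). Among them mRpL39 differed by -0.20 (SE 0.0518), mRpS11 by -0.20 (SE 0.0571), mRpS23 by -0.17 (SE 0.0517) and mRpS28 by -0.23 (SE 0.0744). All 69 measured members had a negative difference, and the list lay below other genes by camera (adjusted p = 5.57e-08, and adjusted p = 0.861 with an estimated correlation), with a median of -0.11 that was -0.01 after quantile normalization (adjusted p = 0.687 with the same probe sets) and lay at percentile 30.2 of random lists matched on expression level (95% of them -0.12 to -0.08). Of 18 tested genes of the cell cycle and DNA replication, 3 were lower and 15 did not pass (14 lower when adjusted over the list alone). These were fzr, an activator of the anaphase-promoting complex, at -0.16 (SE 0.0494), dpa, a subunit of the replicative helicase, at -0.14 (SE 0.0444) and dup, a replication licensing factor, at -0.14 (SE 0.0465), and the list was lower by camera (adjusted p = 0.000606, and adjusted p = 0.861 with an estimated correlation). Its median of -0.10 was -0.02 after quantile normalization (adjusted p = 0.366 with the same probe sets) and lay at percentile 16.8 of the matched random lists (95% of them -0.11 to -0.06). Of 30 tested genes of cytosolic ribosomal proteins none passed the test (0 when adjusted over the list alone). The 34 measured members had a median of 0.12 and lay above other genes by camera (adjusted p = 1.12e-13, and adjusted p = 0.861 with an estimated correlation). After quantile normalization this median was near 0 with the other sign. Matched random lists, whose members were drawn independently of each other, had medians of -0.03 to 0.04 (95% of them).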

Given that mechanisms of mate choice in *Drosophila* may include differential re-mating interval, egg production and sperm storage and manipulation (Fig. 1; Text S1) on top of pre-copulatory female preference, we expected genes with high expression in the central nervous system, the ovaries, and the sperm storage organs to be overrepresented among the candidate mate choice genes involved in sexual isolation. For a total of fifteen different adult tissues (Table S2), Fisher exact tests were carried out to examine overrepresentation of genes with double the expression level in that tissue compared to whole flies (‘tissue-enriched expression’) among the 1,498 differentially expressed genes. 

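Among genes of the ovary, the 19 measured genes of the eggshell, which follicle cells secrete around the oocyte, all had negative log2 differences between ZxZ and ZxM, with a median of -0.22. Of these, 1 was lower in ZxZ by limma at 10% FDR, none was higher and 18 did not pass the test (1 when adjusted over the list alone). The gene called was fs(1)N, a component of the vitelline membrane, at -0.19 (SE 0.0512, adjusted p = 0.0874), while the chorion genes Cp36 at -0.24 (SE 0.0937, adjusted p = 0.109) and Cp38 at -0.22 (SE 0.0974, adjusted p = 0.134) and Femcoat at -0.63 (SE 0.257, adjusted p = 0.116) did not pass. The mean of the list was 11.51 ± 0.25 (SD, n = 4) in ZxZ and 11.75 ± 0.23 (SD, n = 4) in ZxM (exact permutation test, two-sided, p = 0.2, adjusted p = 0.556 over the 25 lists), and camera gave an adjusted p of 0.0743 (adjusted p = 0.861 with an estimated correlation). Camera put the list under an adjusted p of 0.05 with the replicate number as a block, after quantile normalization and without ZxM replicate 3, ZxM replicate 4, ZxZ replicate 2 or ZxZ replicate 3. It did not without array weights or without any of the other arrays, and fry did not either. Of 30 tested genes of the germline and oocyte, 5 were lower, none was higher and 25 did not pass (5 when adjusted over the list alone). They include orb, which controls translation of oocyte messages, at -0.23 (SE 0.0647), the piRNA pathway genes squ at -0.17 (SE 0.0497) and mael at -0.15 (SE 0.0478), and otu at -0.17 (SE 0.0525).
Of 16 tested neuronal genes, 1 was lower in ZxZ and 15 did not pass (1 when adjusted over the list alone). This was Ddc, which encodes the dopa decarboxylase of dopamine and serotonin synthesis, at 8.24 ± 0.132 (SD, n = 4) in ZxZ and 8.62 ± 0.0782 (SD, n = 4) in ZxM (log2 difference -0.38, SE 0.0679, adjusted p = 0.0866 from limma). The synaptic genes unc-13 at -0.17 (adjusted p = 0.110) and VAChT at -0.16 (adjusted p = 0.153) did not pass. None of 8 tested neuropeptide genes passed (0 when adjusted over the list alone), with the smallest p for AstC at -0.20 (SE 0.0876, adjusted p = 0.133).
Against the share of all tested genes that was called, the lists held 5.26% (eggshell), 16.7% (germline), 6.25% (neuronal) and 0% (neuropeptides), with adjusted p of 0.559, 1, 0.73 and 0.732 from two-sided Fisher exact tests over 24 lists. Without ZxM replicate 2 the eggshell list was under-represented (5.26% against 35.4%, adjusted p = 0.0121 from the same exact tests). These lists hold known marker genes and are not the tissue-enriched sets of the paper, whose tissue values were not used here.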

Genes with tissue-enriched expression were heavily underrepresented for most tissue types (Table S2), including both mated and virgin spermathecae; however there were more ovary-enriched and brain-enriched genes than expected by chance and high but non-significant numbers of thoracic abdominal ganglion-enriched genes, a second component of the central nervous system (Table S2).

### Sex linkage of candidate mate choice genes

Traits associated with sexual isolation are predicted to be largely determined by sex-linked genes [4]. Existing QTL analyses using recombinant lines between ‘strong Z’ isofemale lines and M strain revealed that all chromosomes contribute to the stronger mate preferences of Z females compared to M. However, the strongest effects were on the autosomes, with a particularly strong effect of the tip of the left arm of chromosome III [21], [22]. In contrast to these previous studies, our study focuses on candidate genes underlying Z females overall responses to being courted and mated to males belonging to the Z or M lineages. 

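On the X chromosome 246 of 946 tested genes were called (26%), of which 233 were lower and 13 higher in ZxZ. The corresponding shares were 17.6% on 2L (198 of 1128), 16.6% on 2R (207 of 1244), 17.3% on 3L (206 of 1188), 18.3% on 3R (258 of 1412) and 9.52% on chromosome 4 (4 of 42). The X thus held 22% of the 1119 called genes with a place in the assembly (95% confidence interval 19.6 to 24.5) and 15.9% of the 5962 tested genes with a place, an odds ratio of 1.67 (95% confidence interval 1.41 to 1.97, one-sided Fisher exact test, p = 1.2e-09, adjusted p = 7.2e-09 over the 6 arms). The adjusted p for each other arm was 0.987. The X-linked genes among the 20 named were CG15571, CG12716, CG15570 and CG11381, all lower in ZxZ, and dyw, which was higher. The median log2 difference of all tested genes was -0.11 on chromosome 4, -0.10 on the X and on 2R and -0.09 on 2L, 3L and 3R. Neighbouring genes can be co-regulated, so the genes behind this p are not independent. Among the 1498 genes with the smallest p after quantile normalization, where no gene was called by limma at 10% FDR, 17.9% were X-linked against a background of 16% (p = 0.0124 from the same exact test), and 20% against 15.9% with probe sets and tested genes held as reported (exact p = 6.13e-07), a setting added after the data were seen.

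**Figure D3:**
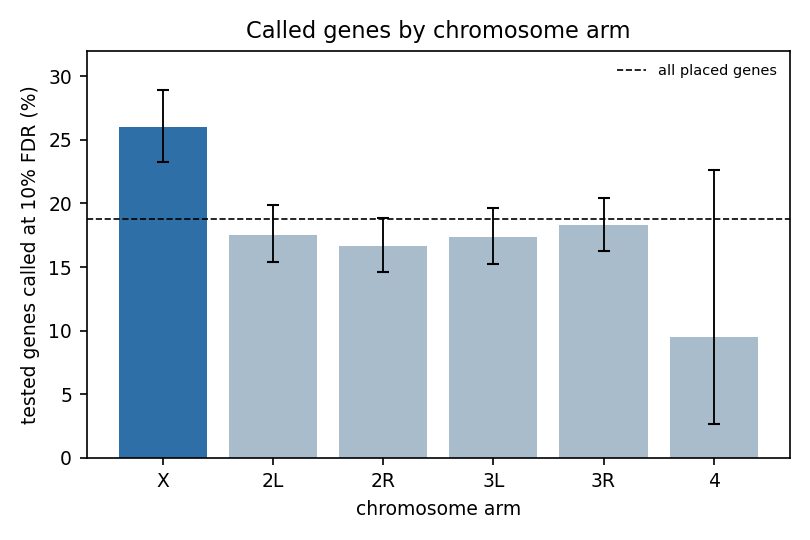
Percent of tested genes called at 10% FDR on each chromosome arm, with error bars for the 95% confidence interval of the share and a dashed line at the share of all placed genes. The bar of the X stands at 26%, above the 9.52% to 18.3% of the other arms.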

We found that a disproportionately large number of our candidate mate choice genes were present on the X chromosome (Fig. 2; Table S3). If stronger discrimination were favoured by selection, the prediction based on this finding is more rapid future divergence than if the genes were spread evenly across chromosomes.

**Figure 2:**
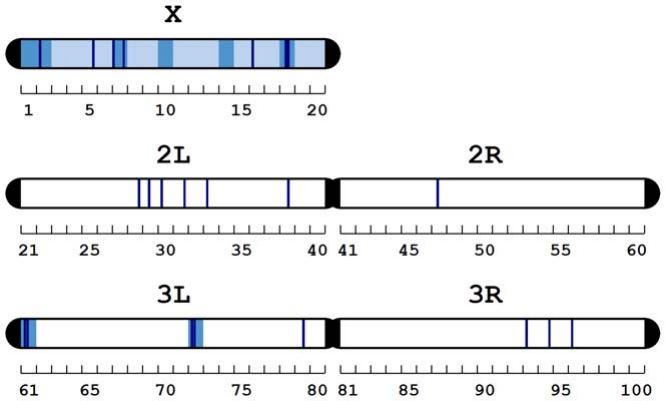
Non-random distribution of candidate mate choice genes. Significant clustering on the X chromosome is represented by pale blue, on the cytobands (1–100, shown on the labels beneath each chromosome) by medium blue, and on sub-bands (A–F, not labelled) by dark blue. There are a further 67 significant sub-sub-bands not represented (see Table S3).

### Gene clustering and recombination

Hypergeometric tests were used to identify chromosomal cytobands holding more candidate mate choice genes than expected by chance. Cytobands are the unique banding patterns of each chromosome that become visible microscopically after staining [23]. As expected, a greater number of clusters of high concentrations of candidate mate choice genes occur on the X chromosome than on the autosomes (Fig. 2; Table S3). 

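Cytological positions were not available for the genes, so non-overlapping windows of 100 consecutive measured genes stood for cytobands and windows of 20 for sub-bands, in the gene order of the assembly Release 6 plus ISO1 MT. The window on the X with the smallest p ran from CG8675 to Ggt-1 and had 17 of 45 tested genes called (37.8%, one-sided Fisher exact test, p = 0.00215). It holds Pgant7, which encodes an enzyme of mucin-type glycosylation, at 9.47 ± 0.0341 (SD, n = 4) in ZxZ and 9.67 ± 0.0520 (SD, n = 4) in ZxM (log2 difference -0.22, SE 0.0458, adjusted p = 0.0866 from limma), CG7536 at -0.26 (SE 0.0600) and stas at -0.19 (SE 0.0460). The adjoining window, from AnxB11 to CG8915, had 17 of 46 called (37%, exact p = 0.00282), with the calcineurin gene CanA-14F at -0.35 (SE 0.0734), Sap30, of a histone deacetylase complex, at -0.22 (SE 0.0476) and RhoGAP15B at -0.20 (SE 0.0499). The window at the other end of the arm, from CG17636 to CG32811, also had 17 called, of 49 (34.7%, exact p = 0.00596). After quantile normalization of the same probe sets, a setting added after the data were seen, none of these genes was called by limma at 10% FDR. They differed by -0.12 (Pgant7), -0.14 (CG7536), -0.069 (stas), -0.26 (CanA-14F), -0.095 (Sap30) and -0.099 (RhoGAP15B). When probe sets were chosen again after quantile normalization or cyclic loess, another probe set stood for Pgant7, and its difference was positive.
Of the windows of 100 genes, 7 of 19 on the X had an unadjusted p under 0.05. Chance gives at most 0.95 there, and calls shuffled over the tested genes of the X a mean of 5.39 (95% of shuffles 3 to 8). On chromosome II 1 of 46 passed (at most 2.3 by chance) and on chromosome III 2 of 53 (at most 2.65 by chance). Of the windows of 20 genes, 8 of 94 on the X passed (at most 4.7 by chance, and a mean of 8.78 when calls were shuffled over the X). On chromosome II 8 of 231 passed (at most 11.6 by chance) and on chromosome III 3 of 266 (at most 13.3 by chance). These chance counts are 0.05 of the windows and are upper limits, because the p of a window moves in steps. With 9 tested genes, 4 calls gave an exact p of 0.0702 and 5 calls one of 0.0149. A count below such a limit is therefore not shown to be below chance. The leading windows of 20 genes were one on 2L from Hacd1 to Ced-12, with 7 of 10 called (exact p = 0.00057), and one on the X from Polr3A to CG16952, with 8 of 14 called (exact p = 0.00154). After Benjamini-Hochberg adjustment none of the 119 windows of 100 genes and none of the 594 windows of 20 genes passed (smallest adjusted p = 0.168 and 0.339). With the 1498 genes of smallest p after quantile normalization, 1 window of 100 genes on the X passed unadjusted (4 with probe sets and tested genes held), with arrays centred on the median 3, and without ZxM replicate 1, ZxM replicate 2, ZxM replicate 4, ZxZ replicate 1 or ZxZ replicate 2 it was 4, 4, 4, 1 and 3.

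**Figure D4:**
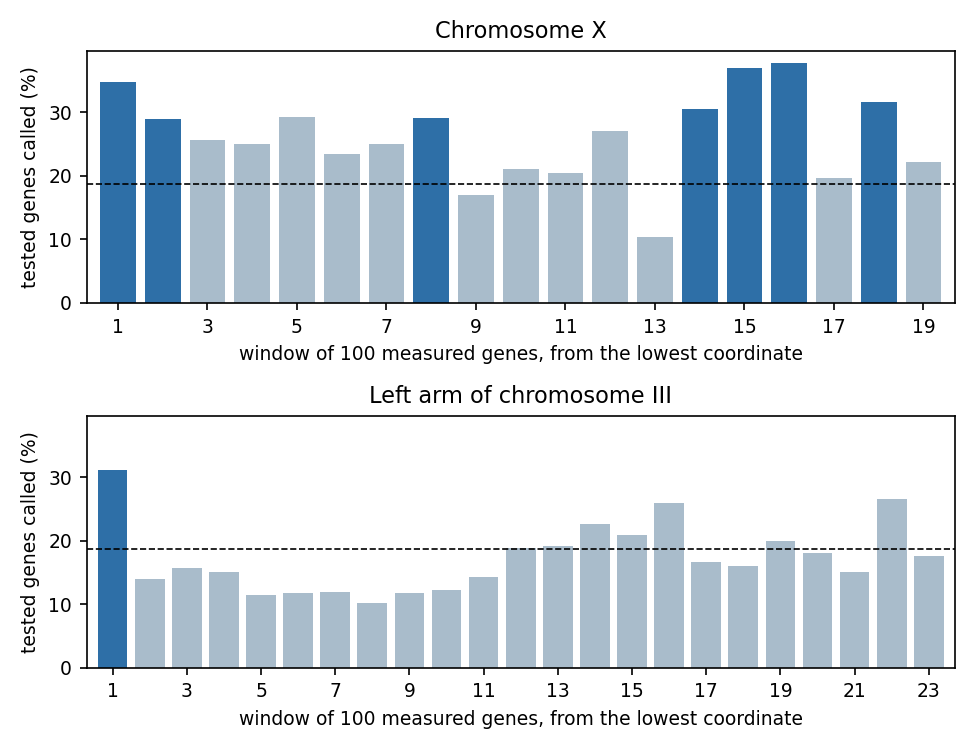
Percent of tested genes called at 10% FDR in each window of 100 measured genes along the X (upper) and 3L (lower), with windows at an unadjusted p under 0.05 in dark blue and a dashed line at the share of all placed genes. On the X 7 windows are dark blue, with 37.8% in the highest, and on 3L the first window from the telomere stands alone at 31.2%.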

Despite its smaller size, the X chromosome holds 16 cytobands and sub-bands with an overrepresentation of candidate mate choice genes, compared to 8 on chromosome II and 10 on chromosome III. However, the tip of the left arm of chromosome III, which exerted a strong influence on mate choice patterns in previous studies using recombinant lines [22], also contains high concentrations of candidate mate choice genes in this study (Fig. 2; Table S3). This suggests that some of the candidate genes identified here, or their regulatory regions, may represent the QTL identified previously.

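At the tip of 3L, taken as the first 100 measured genes from the telomere (mthl8 to CG13912), 20 of 64 tested genes were called, 19 of them lower in ZxZ. CkIIalpha-i3 was at 8.74 ± 0.0827 (SD, n = 4) in ZxZ and 8.98 ± 0.103 (SD, n = 4) in ZxM (log2 difference -0.27, SE 0.0648, adjusted p = 0.0866 from limma). Pdk1, which encodes a kinase of insulin signalling, was at 10.18 ± 0.0248 (SD, n = 4) in ZxZ and 10.37 ± 0.142 (SD, n = 4) in ZxM (log2 difference -0.25, SE 0.0646, adjusted p = 0.0866 from limma). MED14, a subunit of the Mediator complex, differed by -0.23 (SE 0.0626, adjusted p = 0.0874). The share called, 31.2%, compared with 18.8% of all placed genes (one-sided Fisher exact test, p = 0.011), and 20% with 9.41% when all measured genes were the background (exact p = 0.000901). The tip was the only window of 100 genes on 3L at an unadjusted p under 0.05, and its p was 0.329 after adjustment over all windows of that size. Among the 1498 genes with the smallest p the share of the tip was 18.3% against 25% after quantile normalization (exact p = 0.916; 26.6%, exact p = 0.431, with probe sets and tested genes held), 26.6% without ZxM replicate 1 (p = 0.437), 29.7% without ZxM replicate 3 (p = 0.234) and 32.8% without ZxZ replicate 3 (p = 0.0986).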

## Discussion

We identify a candidate set of mate choice genes whose expression levels in female Z strain *D. melanogaster* are affected by mating with males from their own preferred population versus those from another (M strain) less preferred population. Genes with enriched expression in the central nervous system and ovaries are overrepresented among the candidate gene set. These genes are also disproportionately X-linked and form a number of tight physical clusters, mainly on the X chromosome but also on the autosomes.

In the context of speciation, gene expression studies are often used to investigate the genomics underlying phenotypic differences between lineages [24], [25]. We have used a different approach by instead comparing two groups of females belonging to the same lineage (the Z strain) that were exposed to males belonging to two different lineages during courtship and mating. Our main assumption is that the observed differences in gene expression patterns between these two groups of females should mainly be caused by differences in their neurological and physiological responses to these two types of males. The differences therefore represent variation in the plastic responses made by females after exposure to males of two different genotypes. With the identified candidate set of genes we can then make predictions regarding the likelihood of evolution of even stronger differences in Z females' overall responses to males belonging to their own population versus the M strain. However, at this stage we cannot disentangle the role of individual choice mechanisms nor can we link particular responses to particular genes. Still, tissue specificity of the differently expressed genes can give us an idea regarding the most likely type of mate choice mechanisms involved.

Genes with ovary-enriched and central nervous system (particularly the brain)-enriched expression were heavily overrepresented among candidate genes, while genes with enriched expression in all other tissue types tested were heavily underrepresented. This suggests that, as well as the differences in pre-copulatory female choice in favour of males belonging to their own populations described here and previously [15]–[17], phenotypic differences between males may also have led to discrimination in terms of cryptic female choice mechanisms through differential egg and ovary development, and possibly interactions between active and cryptic choice (Fig. 1; Text S1). 

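None of the 31 tested genes of digestive enzymes of the midgut was called (0 when adjusted over the list alone), nor any of 24 muscle genes (0 when adjusted over the list alone). Among 11 genes of the Malpighian tubule, 2 were lower, the potassium channel gene Irk1 at -0.26 (SE 0.0677) and the aquaporin gene Prip at -0.18 (SE 0.0597), and among 14 genes of fat body and yolk the yolk protein gene Yp3 was higher at 0.17 (SE 0.0580), with 2 and 0 calls when adjusted over each list alone. The share called was 0% for digestive enzymes, 0% for muscle, 18.2% for the tubule and 7.14% for the fat body. By two-sided Fisher exact tests adjusted over 24 lists, digestive enzymes were under-represented (adjusted p = 0.0269), and the adjusted p was 0.0878 for muscle, 1 for the tubule and 0.84 for the fat body. The call for digestive enzymes ended among the genes called without ZxZ replicate 2 (adjusted p = 0.186 from the same exact tests). It also ended among the 1498 genes with the smallest p with the replicate number as a block, where the share was 35.5% (adjusted p = 0.56), after quantile normalization (adjusted p = 0.677, and 0.387 with probe sets and tested genes held), after cyclic loess (adjusted p = 0.0643 and 0.236), without the variability filter (adjusted p = 0.15), and without ZxM replicate 3, ZxZ replicate 3 or ZxZ replicate 4 (adjusted p = 0.074, 0.354 and 0.242).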

The lack of overrepresentation of spermatheca-enriched genes may indicate the absence of a role for differential sperm storage and manipulation in mate choice. However, tissue-level gene expression data were not available for other reproductive organs bearing sperm and their potential role cannot be discounted (see ‘Spermathecae as the site of sperm storage and manipulation’ in Text S1). That the combined mate choice mechanisms behind sexual isolation together represent a highly polygenic composite trait, including several gene clusters on the X chromosome, means that there are many possible and potentially rapid pathways to the evolution of stronger isolation.

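Of 11 measured genes of proteins secreted by the spermathecae, 10 were tested and none was called by limma at 10% FDR (0 when adjusted over the list alone). CG17239, a serine protease gene, was at 9.94 ± 0.269 (SD, n = 4) in ZxZ and 10.14 ± 0.314 (SD, n = 4) in ZxM (array-weighted log2 difference -0.34, SE 0.169, adjusted p = 0.168 from limma). Send2, a protease of the spermathecal gland, was at 8.43 ± 0.358 (SD, n = 4) and 8.54 ± 0.326 (SD, n = 4), with an array-weighted difference of -0.28 (SE 0.201, adjusted p = 0.32 from limma), CG32834 differed by 0.10 (SE 0.0610, adjusted p = 0.235) and CG30371 by 0.09 (SE 0.0592, adjusted p = 0.298). Of the 11 genes 6 had a lower and 5 a higher value in ZxZ, and the mean of the list was 8.95 ± 0.12 (SD, n = 4) in ZxZ and 8.98 ± 0.16 (SD, n = 4) in ZxM (exact permutation test, two-sided, p = 0.743). The count of 0 among 10 was not shown to differ from that of the other tested genes (two-sided Fisher exact test, p = 0.225, adjusted p = 0.559). It was under-represented by the same exact test with arrays centred on the median (10% against 61.3% of all tested genes, adjusted p = 0.00375), without ZxM replicate 2 (0% against 35.4%, adjusted p = 0.0427) and without ZxZ replicate 1 (0% against 43%, adjusted p = 0.0178), and not when centring kept the probe sets and tested genes (adjusted p = 0.106), a setting added after the data were seen.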

### Sex linkage

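Of the 1055 called and placed genes that were lower in ZxZ, 22.1% lay on the X (95% confidence interval 19.6 to 24.7, one-sided Fisher exact test, p = 2.56e-09 against the tested genes). Of the 64 that were higher, 13 lay on the X (20.3%, 95% confidence interval 11.3 to 32.2), and this share alone did not pass the test (odds ratio 1.36, 95% confidence interval 0.674 to 2.54, exact p = 0.206). Of all 11893 measured genes with a place, 1873 were X-linked (15.7%), and against this background, which is that of the paper, the odds ratio for the called genes was 1.58 (95% confidence interval 1.36 to 1.85, p = 4.78e-09). The p and intervals given here count genes as independent. Of the 35 splits of the arrays, 2 (the real one among them) gave as large an X share among the 1498 genes with the smallest p, so chance cannot be excluded. The variability filter left the X-linked share as it was (odds ratio of passing the filter 1.02, 95% confidence interval 0.921 to 1.13). In 4 autosomal arms the called genes higher in ZxZ numbered 7 (2L), 19 (2R), 10 (3L) and 15 (3R).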

Despite the X chromosome only representing 16% of the genome, 21.2% of candidate mate choice genes were X-linked. Establishing the genomic location of the genes underlying female choice of their own type of males provides an excellent tool for evaluating the likelihood of evolution of complete sexual isolation. Quantifying the relative influence of genes on the X chromosome is particularly useful because X-linked genes tend to diverge fast, due to the higher mutation accumulation and greater exposure to selection caused by hemizygosity [7]. In general, sex-linked genes are expected to contribute progressively more to heritable differences between taxa as time passes because initial selection on standing genetic variation favours divergence on autosomes [26], whereas divergence due to new mutations will be biased towards sex chromosomes [4], [7], and this divergence accumulates over time. Hence even if choice mechanisms are mainly determined by sex-linked genes, the autosomal genes involved may nevertheless diverge first between populations. The extent by which mate choice divergence is attributed to evolution of sex-linked genes should therefore increase with time since divergence between populations. Differences between gene expression studies and studies using recombinant lines can be interpreted in the light of this prediction. Our gene expression study was designed to detect genes with a mechanistic involvement in sexual isolation, rather than focusing on genes that have already diverged between strains. This approach allows not only the detection of choice genes that have themselves diverged - e.g. the genes or their *cis*-regulatory regions located at the tip of the left arm of chromosome III, as also detected in previous QTL studies [22] - but also the detection of mate choice genes that are candidates for future divergence. We can therefore not only make conclusions regarding the rate of previous evolution but also evaluate how rapidly divergence in mate choice genes can proceed, based on their degree of sex linkage, and hence predict an important role of mate choice mechanisms in the future build-up of reproductive isolation.

### Sex linkage and recombination

Concentration of reproductive isolation genes within regions of low inter-taxon recombination through physical clustering [27] or presence in fixed chromosomal inversions [28] enhances the maintenance of distinct genotypes during periods of gene exchange. The observed disproportionate sex linkage has two effects related to recombination. Firstly, the non-random distribution of mate choice genes among chromosomes increases the number of clusters of these genes found in close physical proximity. Secondly, sex linkage increases the possibility of linkage with sexual signal and genetic incompatibility genes, which are often sex-linked [4], [27]. Taken together, the genomic conditions appear ideal for increased evolution of sexual isolation in Zimbabwean female *D. melanogaster*.

One previous (intraspecific) study has examined female gene expression associated with male attractiveness, in the fish *Xiphophorus nigrensis* [29], but they did not present the chromosomal distribution of female mate choice gene expression patterns or link these to sexual isolation. Two previous studies have found evidence for sex-linked differences in female choice between diverging taxa based on inheritance patterns [27], [30], but no candidate mate choice genes were established. In contrast to our study, these previous studies were on taxa – birds [27] and butterflies [30] - in which females are the heterogametic sex; a factor thought to increase the influence of sex-linked genes on the early evolution of prezygotic barriers to gene exchange [4].

Our study reveals novel insights into the present and potential future influence of mate choice on speciation in Zimbabwean *D. melanogaster*. Studies such as this, identifying a set of candidate genes with a mechanistic involvement in mate choice, can aid in predicting the likelihood and rate of speciation based on mate choice divergence, and also the influence of mate choice relative to other isolating mechanisms as speciation progresses. Drawing firm conclusions regarding the importance for speciation of individual genes in this candidate set will require further examination of their influence on pre- or postcopulatory isolation and on their responses to specific male stimuli. However, coincidence of these candidate mate choice genes with mate choice QTL provides one means of homing in on the individual genes (or their *cis*-regulatory regions) that currently cause sexual isolation.

Some mate choice mechanisms may be more sex-linked than others, and this is likely to affect their relative contributions to the build-up of reproductive isolation. Mate choice based on pre-existing sensory biases – likely to have evolved to aid in survival and to have equal fitness in both sexes – is expected to have a strong autosomal component [4], but mate choice mechanisms involving sexually antagonistic traits (such as cryptic choice involving primary reproductive organs) are more likely to be sex-linked [4]. Genomic approaches may therefore shed novel light on the consecutive role of different mate choice mechanisms in the speciation process.

## Materials and Methods

### Fly culturing and experimental conditions

The outbred strain LH_M_ from California [31] represented M strain flies. Z strain flies were represented by the ‘strong Z’ isofemale lines ZS2 and ZS53, plus a composite ‘strong Z’ line, ‘SZ’. All flies were maintained using the standard protocol for LH_M_ [31]. Flies were reared on standard cornmeal/yeast medium and kept on a 12 h: 12 h light: dark cycle. Rearing and experimentation were carried out at 25°C and 60% relative humidity. All flies were virgin and 7 days post-eclosion on the day of experimentation. The composite line SZ was produced by crossing 6 strong Z lines from Sengwa and Harare [15] (ZS2, ZS11, ZS53, ZS56, ZH12, ZH32). Lines were crossed sequentially for 2 generations before being thoroughly mixed to produce a single population, which was then maintained as a 14-vial culture (population size  =  448).

### Multi-choice mating experiments

Six replicate multi-choice mating experiments were carried out to assess the strength of mate preferences and mating propensity, and to distinguish between assortative versus unidirectional female preferences. Each trial involved four individuals: a male and female LH_M_ and a male and a female of either SZ or one of the two strong Z isofemale lines. The isofemale lines ZS2 and ZS53 were used in 4 replicates, and SZ was used in two. The first mating only was recorded in each trial. Each trial of multi-choice assortative mating experiments lasted a maximum of 2 hours. Marking on the thorax under CO_2_ anaesthesia with acrylic paint mixed with water was alternated between strains. Using pooled data, estimation of the assortative mating index (*I*) and mating propensity followed Bailey et al [20], but with AIC used to choose between models. Additionally, asymmetric preference was tested by assuming both individuals of one sex equally preferred males of one strain or the other and using *I* to indicate the strength of asymmetric preference.

### Gene expression analysis

To identify genes whose expression levels shortly after mating differed between Z females mated to Z males versus Z females mated to M males, eight SZ females were individually mated to LH_M_ and eight to SZ males in each of four replicates, and subsequently flash-frozen in liquid nitrogen 30 minutes after copulation had ceased. While differences in gene expression between the period of courtship and postmating are likely [32], these changes are not instantaneous and instead build in magnitude over a period of 6 hours [33]. We therefore expect that gene expression 30 minutes postmating will mainly capture changes occurring during courtship and mating. There were 4 replicates x 2 treatments (ZxZ and ZxM)  =  8 samples involving a total of 64 Z strain female flies. Frozen flies were stored at -80°C until RNA extraction. Extractions were carried out using whole flies, no more than 2 days after freezing. Total RNA was extracted using Trizol (Invitrogen, Carlsbad, CA, USA) and purified with an RNeasy Mini Kit (Qiagen, Hilden, Germany). RNA quantity and quality was checked with an Agilent Bioanalyzer (Agilent Technologies, Santa Clara, CA, USA). According to the manufacturer's instructions, samples were prepared and hybridized to Affymetrix GeneChip Drosophila Genome 2.0 (Affymetrix, Santa Clara, CA, USA) by the Uppsala Array Platform (Uppsala, Sweden). Each experimental treatment consisted of four independent RNA extractions and hybridizations, giving a total of 8 arrays.

Gene expression data were analyzed using R 2.8.1 [34] and BioConductor 2.3 [35]. Background correction, between-array normalization and transformation were carried out using the VSN method for variance stabilization and calibration of microarray data. Summarization employed the Robust Multichip Average (RMA) algorithm as implemented in the Affy package. Filtering involved removal of probe sets with no Entrez Gene ID annotation and, where multiple probe sets mapped to the same Entrez Gene ID, the probe set with the largest variance across samples was retained and others removed. Probe sets showing low variability (variance interquartile range <0.5) were also removed. To account for differences in reliability between individual arrays, each array was weighted according to how well its expression values followed the linear model using the REML scoring method. Differential expression between Z females mated with Z versus M males was then assessed using a Student’s *t*-test and an empirical Bayes method to moderate standard errors of the estimated log fold change, as implemented in the LIMMA package. Analyses were carried out assuming an adjusted *P* value (*q*) giving an FDR (false discovery rate) of either 5% or 10%. 

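The smallest adjusted p from limma was 0.0866, and 209 genes shared it, among them CG15571, CG12716, Kr-h1, Ddc and CG10621. At 5% FDR the count was 0, with 2094 genes at an unadjusted p under 0.05 (35% of those tested) and an unadjusted p of up to 0.0187 among the genes called at 10% FDR. Of these differences 7 reached a size of 0.5 on the log2 scale and none reached 1. At 5% FDR 467 genes were called without ZxM replicate 2, 1696 without ZxM replicate 4 and 1122 without ZxZ replicate 1, and 2675 when each array was centred on its median (1353 with probe sets and tested genes held).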

No genes had lower than 5% FDR; hence results for 10% FDR are reported.

### Tissue bias among differentially expressed genes

Tissue-level bias in expression of the candidate mate choice gene set was tested for adult brain, head, eye, thoracic abdominal ganglion, salivary gland, crop, midgut, tubule, hindgut, heart, fat body, ovary, virgin spermathacae, mated spermathecae, and carcass. For each tissue the number of the 1,498 differentially expressed genes in that tissue with at least 200% the expression level of whole flies (mRNA enrichment; expression level values downloaded directly from http://www.flyatlas.org [36], [37]) was counted and tested against the expected number from the filtered data set (6,535 genes) using one-tailed Fisher exact tests (*p*<0.05) in R 2.10.1 [34].

### Non-random chromosomal distribution of differentially expressed genes

To find chromosomes and chromosomal regions enriched for candidate mate choice genes, unconditional hypergeometric tests for overrepresentation on chromosomal cytobands were carried out (*p*<0.05; Category package in R, modified [38]). The unfiltered data set, with unmapped genes removed, was used to generate expected values.

## Supporting Information

Text S1 Mechanisms of mate choice: male traits, female responses and the evolution of sexual isolation.
(DOC)

Table S1 Annotation of differentially expressed genes. Affymetrix probeset and gene annotation for each transcript differentially expressed between Z strain females mated with Z strain males versus M strain males.
(PDF)

Table S2 Tissue-level enrichment analysis. Tissues with an overrepresentation of differentially expressed genes with at least 200% the expression level in whole flies (P<0.05) are highlighted in bold.
(PDF)

Table S3 Results of non-random chromosomal distribution analysis, including all significant cytobands, sub-bands and sub-sub bands (p<0.05).
(PDF)

# Supplementary material for: Female Drosophila melanogaster Gene Expression and Mate Choice: The X Chromosome Harbours Candidate Genes Underlying Sexual Isolation
**Source:** PLoS One. 2011 Feb 28;6(2):e17358. doi: 10.1371/journal.pone.0017358
**Supplement:** Text S1 — Mechanisms of mate choice: male traits, female responses and the evolution of sexual isolation.

**Supporting Information**

Bailey et al.

**S1 text**

**Mechanisms of mate choice: male traits, female responses and the evolution of sexual isolation.** Mechanisms of mate choice have been studied in great detail in *D. melanogaster.* Traits of male *D. melanogaster* influencing female mate choice include courtship song (1), courtship vigour (2), visual courtship display behaviours, cuticular hydrocarbons (CHCs) (3), mechanical stimuli during mating, and components of the ejaculate (sperm, accessory gland proteins (4))*.* The pathways (male signals and corresponding female choice mechanisms) illustrated in Fig 1 have been shown to occur in *D. melanogaster* or other species and include both active choice in the form of behavioural acceptance or rejection to copulate as well as a number of mechanisms referred to as “cryptic” female choice. (One mechanism of mate choice not represented in the figure is the male’s ability to alter the female’s CHC profile (3), which may for example alter the degree to which female CHCs stimulate male courtship). The extent to which the illustrated pathways of mate choice (Fig 1) also function in the context of sexual isolation depends on the degree of population divergence in male traits and/or in female choice mechanisms. Since variation in many of the relevant male traits is likely to be larger between than within populations we expect a combination of pathways to contribute to sexual isolation. Female behavioural acceptance/rejection to copulate is a well-studied major contributor to sexual isolation. A number of “cryptic” female mate choice mechanisms have also been proven important in the context of sexual isolation, including conspecific sperm precedence (5); reduced fertility of females in heterospecific crosses due to selective sperm storage (5, 6); and male failure to stimulate ovulation (6, 7) or egg production (8). A number of intraspecific studies have revealed differential female investment in offspring quality/quantity based on male attractiveness (9), while a reduction in nestling provisioning by female parents (not represented in Fig 1, but also a mechanism of mate choice via differential investment in offspring) has been shown in Gouldian finch females mated with males of the partially genetically incompatible alternative colour morph (10).

***Drosophila melanogaster* male accessory gland proteins and mate choice.** In *D. melanogaster* there is definitive evidence that the male sex peptide Acp70A, passed to females in the ejaculate during copulation, reduces female post-mating receptivity and causes oviposition (refractory behaviour). Studies of SPR (also known as CG16752), the female receptor for Acp70A, reveal that Acp70A passes from the female reproductive tract to the central nervous system via the haemolymph, and causes female refractory behaviour by modulating activity of *fru* neurons in the brain (11). This particular pathway of sexual selection appears therefore to be a candidate for causing sexual isolation between diverging populations. However the structure and function of Acp70A is highly conserved across insects (11) allowing little scope for direct quantitative variation in its effects, although other male or female factors may cause quantitative variation in the effectiveness of Acp70A. Furthermore, expression of SPR did not differ significantly between treatments in our experiment.

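SPR, which encodes the receptor of the sex peptide and lies on the X, was at 7.62 ± 0.0935 (SD, n = 4) in ZxZ females and 7.69 ± 0.0757 (SD, n = 4) in ZxM females (log2 difference -0.10, SE 0.0582, adjusted p = 0.218 from limma). The transcription factor gene fru was at 7.11 ± 0.108 (SD, n = 4) in ZxZ and 7.11 ± 0.0948 (SD, n = 4) in ZxM (log2 difference -0.01, SE 0.0685, adjusted p = 0.898 from limma). The probe set of SP, the gene of Acp70A, was near the lowest levels of the arrays at 6.74 ± 0.0508 (SD, n = 4) in ZxZ and 6.60 ± 0.0342 (SD, n = 4) in ZxM, higher in ZxZ with no overlap between the groups (log2 difference 0.16, SE 0.0460, adjusted p = 0.0874 from limma). SPR passed 10% FDR when each array was centred on its median (-0.15, adjusted p = 0.0583), but not with probe sets and tested genes held (adjusted p = 0.102), and it passed without ZxZ replicate 1 or ZxZ replicate 2 (-0.15 and -0.14, adjusted p = 0.0698 and 0.0997). The call of SP ended without array weights or the variability filter, after quantile normalization and without ZxM replicate 1, ZxM replicate 3, ZxZ replicate 3 or ZxZ replicate 4 (adjusted p = 0.199, 0.128, 0.495, 0.174, 0.246, 0.251 and 0.234).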

**Spermathecae as the site of sperm storage and manipulation.** While the spermathecae are the primary tissues used for long-term sperm storage in *D. melanogaster*, about twice as much sperm can be stored in a separate tissue, the seminal receptacle (Fig 1) (12). Furthermore, there is also potential for sperm manipulation in the vagina (Fig 1). Therefore, despite finding no evidence in this gene expression study to suggest mate choice in Z strain female *D. melanogaster* involves differential sperm use, there is plenty of scope for this still to occur in other tissues.

**References**

1. Colegrave N, Hollocher H, Hinton K, Ritchie MG (2000) The courtship song of African *Drosophila melanogaster*. *J Evolution Biol* 13:143-150.

2. Coyne JA, Elwyn S (2006) Does the desaturase-2 locus in *Drosophila melanogaster* cause adaptation and sexual isolation? *Evolution* 60:279-291.

3. Everaerts C, Farine J-P, Cobb M, Ferveur J-F (2010) *Drosophila* Cuticular Hydrocarbons Revisited: Mating Status Alters Cuticular Profiles. *PLoS ONE* 5:e9607. doi:10.1371/journal.pone.0009607.

4. Ram KR, Wolfner MF (2007) Seminal influences: *Drosophila* Acps and the molecular interplay between males and females during reproduction. *Integr Comp Biol* 47:427-455.

5.Howard DJ (1999) Conspecific sperm and pollen precedence and speciation. *Annu Rev Ecol Syst* 30:109-132.

6. Markow TA (1997) Assortative fertilization in *Drosophila*. *P Natl Acad Sci USA* 94:7756-7760.

7. Price CSC, Kim CH, Gronlund CJ, Coyne JA (2001) Cryptic reproductive isolation in the *Drosophila simulans* species complex. *Evolution* 55:81-92.

8. Nilsson T, Fricke C, Arnqvist G (2002) Patterns of divergence in the effects of mating on female reproductive performance in flour beetles. *Evolution* 56:111-120.

9. Sheldon BC (2000) Differential allocation: tests, mechanisms and implications. *Trends Ecol Evol* 15:397-402.

10. Pryke SR, Griffith SC (2010) Maternal adjustment of parental effort in relation to mate compatibility affects offspring development. *Behav Ecol* 21:226-232.

11. Yapici N, Kim YJ, Ribeiro C, Dickson BJ (2008) A receptor that mediates the post-mating switch in *Drosophila* reproductive behaviour. *Nature* 451:33-38.

12. Pitnick S, Markow T, Spicer GS (1999) Evolution of multiple kinds of sperm storage organs in *Drosophila*. *Evolution* 53:1804-1822.

How the deposited data were processed for this re-analysis (not part of the article)

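The data are 8 Affymetrix Drosophila Genome 2.0 arrays of whole SZ females, 4 from females mated to SZ males (ZxZ) and 4 from females mated to M strain males (ZxM). Each array measured RNA from a pool of 8 females frozen 30 minutes after mating. Every array was assigned to its group and replicate from its label, and none was left without a group. The labels describe the females as virgin, which refers to the flies before the experiment, since the treatment in the same labels is a mating.

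The deposited table holds log2 values for 18952 probe sets. According to their methods and processing notes, the authors corrected the background, normalized between arrays and transformed the values with VSN, and summarised probes with RMA in the affy package under R 2.8.1. VSN gives a generalised logarithm, so differences between low values are compressed, and a fold of a low gene is understated. The columns have different quantiles, so the summarised values had not been quantile normalized, and for the probes the methods name only VSN between arrays. The table is not filtered. Scanner files and detection calls were not used here, so signal over background is not known for single probe sets, and a level near the lowest values cannot be told from no expression. The depth of an array has no counterpart in counts, and the number of arrays limits the precision.

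Probe sets were named through the platform annotation supplied with the table, and symbols were updated by Entrez gene number. Of the 18952 probe sets, 183 are controls, 13647 have 1 gene, 402 have several and 4720 are not listed. Probe sets with several genes or none were not used for genes. The probe set with the largest variance stood for each of 11983 genes. Of these, 11893 were placed on a chromosome in the gene table of the assembly Release 6 plus ISO1 MT, and 90 were not. The methods remove probe sets with a low interquartile range at a value of 0.5, which was read as a quantile, so the 5991 genes in the upper 50% were tested. An interquartile range of at least 0.5 in log2 units, the other reading, leaves 51 genes and was an alternative.

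Differences were tested in R 4.3.3 with limma 3.58.1 (lmFit, arrayWeights by REML, eBayes, two-sided, Benjamini-Hochberg), as ZxZ minus ZxM over all 8 arrays and with no covariate. Genes at 10% FDR are called. The fit was tested on simulated data with 200 changed genes at 3 sizes before use. The named genes are the 10 with the largest log2 difference in each direction among the called genes whose groups do not overlap, the genes that the paper names (SPR, fru and SP), up to 4 members with the smallest p of each list a passage describes, and the 3 called genes with the smallest p at the tip of 3L and in the 2 leading windows of the X.

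Over-representation on the X and on each other arm was tested with one-sided Fisher exact (hypergeometric) tests of the called genes against the tested genes with a place, with all measured genes as an alternative background. Cytological bands were not available for the genes. Non-overlapping windows of 100 and of 20 consecutive measured genes along each arm stood for bands and sub-bands, at an unadjusted p under 0.05 as in the methods. The tissue enrichment values that the paper took from FlyAtlas were not used here. In their place stood 25 lists of genes: eggshell, germline, neuronal, neuropeptide, phototransduction, chemosensory, spermathecal, digestive, Malpighian tubule, fat body, muscle, male accessory gland, testis, immune, heat shock, immediate early, circadian, cuticular hydrocarbon, cell cycle, mating behaviour, ecdysone and juvenile hormone, cytosolic ribosomal, mitochondrial ribosomal, respiratory chain and proteasome genes. The share of called genes of each list with at least 5 tested members was compared with that of other genes by two-sided Fisher exact tests, and the shift of each list was tested with camera on all measured genes at a preset correlation of 0.01, at an adjusted p under 0.05 over the lists. Each list's median was also placed among 10000 random lists of the same size matched on mean expression. Their members were drawn independently of each other, so these lists leave out the shared variation of a real list.

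Each result was computed again under alternatives: without array weights, without the variability filter, at an interquartile range of at least 0.5, with the probe set of the highest mean, after quantile normalization, with arrays centred on their median, with the lowest 25% of probe sets by mean left out, with the replicate number as a block, with a Student's t-test that drops both the array weights and the moderation of the paper's test, with a trend and a robust prior in eBayes, without each array in turn, with all measured genes as background, with windows of 50 and 10 genes, with the higher and lower genes apart, and for the lists with an estimated correlation or with fry. Cyclic loess, the 1498 genes with the smallest p of the fit as reported, and list shifts after quantile normalization were added after the data were seen. The scalings of the arrays also chose probe sets and applied the variability filter again on the scaled values, so each changed more than 1 choice, and quantile normalization, centring on the median and cyclic loess were therefore also run with the probe sets and tested genes held as reported, settings added after the data were seen. An alternative that centred arrays on the hybridisation controls was also tried and left out, because its array weights collapsed onto few arrays. Where an alternative called fewer than 100 genes, the over-representation tests ran on the 1498 genes with the smallest p, a ranking and not a set of calls, which has the size of the paper's set, so these tests changed the set of genes as well. The methods mate females to both kinds of male in each of 4 replicates and do not say that a replicate number marks a shared day or batch. After removal of the group means, same-numbered arrays correlated at 0.15, -0.23, -0.19 and 0.16 (Pearson's r) for replicates 1 to 4, so the numbers were not taken to pair the arrays, and whether they do stays open. The count of calls, the X share, the counts of windows, the share at the tip of 3L and the counts of lists were also compared with the other splits of the 8 arrays into 2 groups of 4, of which there are 35 with the real one. Figures were drawn with Python 3.11.15 and matplotlib 3.10.9.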

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

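The count of calls in other splits of the arrays, the relation to the hybridisation controls, the calls and the X share after quantile normalization, also with the probe sets held, the model with expression level and cyclic loess were tests chosen only after the results they bear on were seen.

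Most called genes were lower in ZxZ than in ZxM females (94.1% of 1123). More labelled RNA on the ZxM arrays would give lower levels of the 1057 lower genes on arrays with brighter hybridisation controls, but the correlation within groups was positive (Pearson's r = 0.777, exact permutation p = 0.0538 over 576 arrangements, Spearman's rho = 0.762, exact p = 0.0729, and r = 0.904 without the 2 arrays farthest from the median), and as its p misses the threshold this explanation and a biological one cannot be told apart. Quantile normalization of the same probe sets took the median log2 difference of these genes from -0.18 (quartiles -0.22 and -0.16, median SE 0.0543) to -0.0718 (quartiles -0.11 and -0.05, median SE 0.0451), with 100% of them still lower and 59.6% of the 584 genes at an unadjusted p under 0.05 lower, and the calls ended (smallest adjusted p = 0.337) as the differences shrank by more than their errors; because it also removes a true change in 1 direction, different value distributions left by the normalization cannot be told apart from one. Of the 35 splits of the arrays 3, the real one among them, gave as many calls. There were 1123 in the real one and 1945 in the highest other, which sets ZxZ replicate 1 with ZxM replicates 1, 3 and 4, so chance cannot be excluded. Like the split with ZxZ replicate 2 in that place (1423 calls), it leaves ZxM replicate 2, the array with the lowest weight (0.505), with ZxZ arrays. With ZxZ replicate 3 or ZxZ replicate 4 in that place there were 0 calls, and whether ZxM replicate 2 sides with ZxZ arrays was not tested. The strain of the mate stays open as an untested explanation.

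The X held more of the called genes than of the tested genes. A higher expression of X-linked genes (median level 9.46, and 9.35 on the autosomes) is argued against as the whole explanation, since with expression level in the model the odds ratio of a call on the X was 1.63 (95% confidence interval 1.37 to 1.93), and 1.67 without it. Different value distributions left by the normalization cannot be told apart from other explanations. After quantile normalization of the same probe sets the X held 20% of the 1498 genes with the smallest p (95% confidence interval 18 to 22.1, background 15.9%). The interval lies above the background, the outcome set for distributions that are not the whole explanation. It counts genes as independent, though, and the probe sets and tested genes were chosen before that normalization. With probe sets and filter chosen again the X held 17.9% (exact p = 0.0124, 95% confidence interval 16 to 19.9, background 16%). There the interval reaches the background, a reading of this test that was changed after its value was seen. Of the 35 splits 2, the real one among them, gave as large an X share among the 1498 genes with the smallest p. It was 20.7% in the real one and 21.3% in the highest other, so chance cannot be excluded. The strain of the mate was not tested apart from these and stays open.

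Called genes also formed band-sized clusters on the X, in 7 windows of 100 genes. When the calls were shuffled over the tested genes of the X, a share of 0.187 of 10000 shuffles had as many such windows (mean 5.39, 95% of them 3 to 8), so the higher call rate of the whole X is a candidate explanation that needs no clustering, and for windows of 20 genes the share was 0.714 (mean 8.78, with 8 in the data). For chance, 2 of the 35 splits, the real one among them, gave as many windows of 100 genes. Among the 1498 genes with the smallest p there were 6 in the real one and 8 in the highest other, so chance cannot be excluded. A grouping of co-regulated genes on the X stays open as an untested explanation.

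Among the other results compared with the 35 splits, the tip of 3L was the only one where no other split reached the real one. The counts of splits given below include the real one. The real split gave the largest share among the 1498 genes with the smallest p (42.2%, 40.6% in the highest other, a margin of 1 gene of 64). That is the most extreme outcome 35 splits allow, and it was not adjusted over the results compared in this way. The p of this window from the exact test was 0.329 after adjustment over all windows, so chance is not excluded for the tip. Chance could not be excluded for windows of 100 genes on chromosomes II and III (32 splits, 3 windows in the real one and 11 in the highest other), for windows of 20 genes on the X (2 splits, 9 and 12) and on chromosomes II and III (18 splits, 17 and 24), for the gene lists whose share of calls differed (14 splits, 4 and 8) or for the shifted gene lists (28 splits, 5 and 17).

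In 12 of 266 groups of 4 arrays, over 133 genes and array measures, 1 array stood far from the other 3, where chance gives about 1 in 20, and 4 of the 12 were in ZxM replicate 2. In ZxM replicate 2, Desat1, a desaturase gene of pheromone synthesis, was at 12.64 (13.01 to 13.04 in the other ZxM arrays), the synaptic gene unc-13 at 8.37 (8.72 to 8.74), TotC at 7.36 (7.56 to 7.59) and PGRP-LB, a negative regulator of the immune response, at 7.96 (8.02 to 8.03). In ZxM replicate 3, usp, the partner of the ecdysone receptor, was at 10.9 (10.67 to 10.71) and mael at 10.68 (10.6 in the other 3). In ZxM replicate 4 the proteasome gene Rpn2 was at 11.77 (11.86 to 11.88). In ZxZ replicate 1 the proteasome gene Rpt3 was at 11.85 (11.74 to 11.76 in the other ZxZ arrays). In ZxZ replicate 2, usp was at 10.5 (10.56 to 10.57) and COX6AL2 at 6.66 (6.84 to 6.87). In ZxZ replicate 3 the difference of the 3' and 5' actin probe sets, a measure of RNA quality, was 0.379 (0.470 to 0.487). In ZxZ replicate 4, Orco, the co-receptor of odorant receptors, was at 7.24 (7.09 to 7.11).

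Signals came from 7 gene lists that the paper does not test as such, although it tests the midgut as a tissue and discusses accessory gland proteins. The shift against other genes by camera had an adjusted p of 0.0172 for chemosensory genes (median log2 difference 0.02) and 0.00121 for male accessory gland genes (median 0.01), both medians being -0.02 with arrays centred on their median, and 0.000606 for the cell cycle (median -0.10), 1.12e-13 for cytosolic ribosomal proteins (median 0.12, turning after quantile normalization) and 5.57e-08 for mitochondrial ribosomal proteins (median -0.11). Each of these 5 had an adjusted p of 0.861 with an estimated correlation. Among random lists matched on expression level, the chemosensory and accessory gland medians lay at percentiles 52.6 and 52. Medians of that size are therefore usual for genes of their level. The cell cycle, mitochondrial ribosomal and cytosolic ribosomal medians lay at percentiles 16.8, 30.2 and 100. The chemosensory list was also not shifted with the replicate number as a block or without ZxM replicate 1 or ZxM replicate 3. The share of called genes was below that of other genes (18.7% of all tested genes were called) for digestive enzymes (0 of 31, adjusted p = 0.0269 from two-sided Fisher exact tests), cytosolic ribosomal proteins (0 of 30, adjusted p = 0.0287 from the same exact tests, and genes above a level of 12 were called at only 3.54%, 11 of 311) and the respiratory chain (0 of 56, adjusted p = 0.000376 from the same exact tests). For cytosolic ribosomal proteins this turned among the 1498 genes with the smallest p, which held 93.3% of the list without ZxM replicate 1, 83.3% without ZxM replicate 3, 36.7% without ZxZ replicate 3, 53.3% without ZxZ replicate 4 and after cyclic loess of the same probe sets, and 26.7% without array weights, against 25% of all genes, and its call was also lost without the variability filter, with the replicate number as a block and by the t-test (adjusted p = 1, 0.745 and 0.202 from the same exact tests). The call of the respiratory chain was lost after quantile normalization (adjusted p = 0.956 from the same exact tests, and 0.387 with the probe sets held) and after cyclic loess (1 and 0.43).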

How the results depend on the processing

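Cyclic loess, the 1498 genes with the smallest p of the fit as reported, the list shifts after quantile normalization and the scalings with probe sets and tested genes held were tests chosen after the data were seen. The X-linked share stayed above its background in each setting that gave one (17.3% to 22.1%). It passed its exact test, which counts genes as independent, in each but the genes higher in ZxZ alone (20.3%). Where a setting called no or few genes, this is the share of the 1498 genes with the smallest p, a ranking and not calls. That holds without array weights or the filter, after quantile normalization or cyclic loess, with the block, by the t-test and without some single arrays. Of 605 values of 29 named genes under the alternatives, 601 kept their direction and 4 turned, where scaled values made another probe set the most variable one (CG6138 at -0.22 with arrays centred on the median and -0.17 after cyclic loess, Pgant7 at 0.10 after quantile normalization and 0.11 after cyclic loess). Of the 29 genes, 20 were chosen for having no overlap between the groups. Settings that kept the same values and probe set could not turn them, so this count is no measure of robustness. Of the 605, 260 stayed called and 341 lost the call. For the results below that lost a call, moved or turned, the cause was not tested, except that the 4 turns came with another probe set, the scalings replaced it in 166 to 228 genes, and an interquartile range of at least 0.5 left 51 genes, too few for a test of over-representation.

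The count of calls by limma at 10% FDR was 0 without array weights (1365 at an unadjusted p under 0.05), without the variability filter (2529), at an interquartile range of at least 0.5 (5), after quantile normalization (569) and after cyclic loess (584), 1 with the replicate number as a block (1606), 10 with a t-test that drops both weights and moderation (1384) and 3674 with arrays centred on the median, where 2675 passed 5% FDR. The log2 difference of SP, called as reported, was 0.15 without array weights, without the filter, with the block and by the t-test, and 0.13 after quantile normalization and after cyclic loess, with no call in any of these, and SPR was called at -0.15 with arrays centred on the median, where probe sets and the filter were chosen again. The difference of fru turned to 0.0048 without array weights and by the t-test and to 0.0024 with the block.

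For windows, the alternatives that called fewer than 100 genes used the 1498 genes with the smallest p. Windows of 100 genes, 7, 1 and 2 on the X, II and III as reported, were 0 on II and 4 on III without array weights, 0 on II without the filter, 0 on II and 1 on III with the probe set of the highest mean, 1, 0 and 1 after quantile normalization, 2, 0 and 0 after cyclic loess, 3 on the X with arrays centred on the median and 0 on III with the block, and windows of 50 genes were 2 on II. Windows of 20 genes, 8, 8 and 3 as reported, were 3 on II and 5 on III without array weights, 5, 5 and 6 with the highest mean, 3 on the X and 7 on III after quantile normalization, 3 on the X and 5 on III after cyclic loess, 4, 4 and 10 with arrays centred on the median, 5 on II with the block, 5 on II and 13 on III by the t-test, 5 on III with dim probe sets left out or a trend and robust prior, and 9 on III with the 1498 genes as reported or all measured genes as background, and windows of 10 genes were 14 on the X and 12 on III. The share of the tip of 3L fell below that of all genes after quantile normalization (18.3%) and cyclic loess (19.4%), where 25% is the share of all genes, and missed its test with arrays centred on the median (72.1%), with the block (29.7%) and by the t-test (32.8%).

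The number of gene lists whose called share differed, 3 as reported, was 1 without the filter, after quantile normalization and after cyclic loess, 5 with dim probe sets left out and 12 with arrays centred on the median. Shifted lists, 5 as reported, were 0 with an estimated correlation or fry and 3 after quantile normalization, none of them among the 5 (eggshell, phototransduction and cuticular hydrocarbon lists), where the adjusted p of the 5 were 0.57 (chemosensory), 0.17 (accessory gland), 0.379 (cell cycle), 0.748 (cytosolic ribosomal, whose shift turned to -0.00529) and 0.644 (mitochondrial ribosomal). With the replicate number as a block 5 lists were shifted, 4 of them as reported, with the eggshell list in place of the chemosensory one. Called shares moved from below to above that of all tested genes (25% in rankings, 12.5% without the filter and 61.3% with arrays centred on the median) for cytosolic ribosomal proteins without array weights (26.7%), the germline without the filter (12.8%) and centred on the median (65.6%), the eggshell after quantile normalization or cyclic loess (26.3%) and with the block (42.1%), neuropeptides after quantile normalization (38.5%), centred on the median (66.7%) and after cyclic loess (28.6%), digestive enzymes with the block (35.5%) and neuronal genes after cyclic loess (26.9%).

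With probe sets and tested genes held as reported, limma called 0 genes at 10% FDR after quantile normalization (584 at an unadjusted p under 0.05) and after cyclic loess (631), where SP was at 0.13 in both with no call, and 2500 with arrays centred on the median (1353 at 5% FDR), where SPR was not called. The X-linked share of the 1498 genes with the smallest p was 20% after quantile normalization and 20.2% after cyclic loess. With centring it was 18.1% of the called genes. Windows of 100 genes were 4 on the X and 1 on III after quantile normalization and after cyclic loess and 3 on the X with centring, and windows of 20 were 5 on II after quantile normalization, 8 on III after cyclic loess, and 5 on the X and 9 on III with centring. The tip of 3L missed its test after quantile normalization (26.6%) and cyclic loess (25%). With centring 9 lists had a differing share. After quantile normalization 3 lists were shifted, none of the 5, with the cytosolic ribosomal shift at -0.00374. Called shares rose above those of all tested genes (25%, and 41.7% with centring) for neuronal genes (31.2%) and neuropeptides (50%) after quantile normalization, for neuropeptides (37.5%) and cytosolic ribosomal proteins (53.3%) after cyclic loess and for the germline with centring (53.3%).

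Leaving out each array in turn gave 0 to 2844 calls at 10% FDR and 0 to 1696 at 5% FDR. The 0 at 10% FDR by limma came without ZxM replicate 1, ZxM replicate 3, ZxZ replicate 3 and ZxZ replicate 4 (1408, 1163, 1080 and 1187 at an unadjusted p under 0.05), and all 1123 called genes kept their direction in each of the 8 settings. The 570 called genes with no overlap between the groups could not turn when an array was left out. In the settings with 0 calls, the shares and window counts that follow are those of the 1498 genes with the smallest p. The ranges were -0.15 to -0.034 for SPR, -0.076 to 0.059 for fru (above 0 without ZxM replicate 1, and at 0.02 without ZxZ replicate 2), 0.14 to 0.17 for SP, 17.4% to 21.2% for the X share, 1 to 8, 0 to 2 and 0 to 4 for windows of 100 genes on the X, II and III, 5 to 11, 2 to 10 and 2 to 11 for windows of 20, 26.6% to 64.1% for the tip, 2 to 10 for lists with a differing share and 6 to 12 for shifted lists. Called shares ran from 0% to 93.3% for cytosolic ribosomal proteins (93.3% without ZxM replicate 1, 83.3% without ZxM replicate 3, 36.7% without ZxZ replicate 3 and 53.3% without ZxZ replicate 4, above the 25% of all genes), 23.3% to 40% for the germline (above all genes at 26.7% without ZxM replicate 1 or 3 and 40% without ZxM replicate 2), 5.26% to 42.1% for the eggshell (above at 31.6% without ZxM replicate 3 and 26.3% without ZxZ replicate 3), 0% to 37.5% for neuropeptides, 3.23% to 19.4% for digestive enzymes and 6.25% to 43.8% for neuronal genes (above at 43.8% without ZxZ replicate 2, and below at 18.8% without ZxM replicate 2, where 35.4% of all genes were called). Signal over background is not known for these values, so levels near the lowest, as of SP, fru and many neuronal genes, are measured with an unknown floor.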

Differences from the paper's values

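The settings named here were set before the data were examined, except 5 named below that were chosen after the values were seen.

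On chromosome III the paper counts 10 clusters of its genes, at the same unadjusted threshold, in cytological bands and sub-bands; here 5 windows on chromosome III passed, 2 of 100 genes and 3 of 20, which stand for bands and are not the paper's regions. The count was within 1.5 times the paper's without array weights (9), with the probe set of the highest mean (7), after quantile normalization (8), with arrays centred on the median (13), with dim probe sets left out (7), with a t-test that has neither weights nor moderation (15), with a trend and robust prior (8), without ZxM replicate 2 (8), ZxM replicate 4 (13), ZxZ replicate 1 (14), ZxZ replicate 2 (10) or ZxZ replicate 3 (8), with all measured genes as background (11) and with windows of 50 and 10 genes (15). It was not without the variability filter (6), with the replicate number as a block (3) or without ZxM replicate 1 (3), ZxM replicate 3 (6) or ZxZ replicate 4 (4). Without array weights, without the variability filter, after quantile normalization, with the block, with the t-test and without ZxM replicate 1, ZxM replicate 3, ZxZ replicate 3 or ZxZ replicate 4, the windows were tested with the 1498 genes with the smallest p in place of calls, a change that alone took the count of the fit as reported to 11, so a move under these settings cannot be put down to the setting alone. Of the settings chosen after the values were seen, that ranking of the fit as reported (11), arrays centred on the median with the same probe sets (12) and cyclic loess of the same probe sets (9) were also within 1.5 times, and cyclic loess (5) and quantile normalization of the same probe sets (5) were not; how many of the paper's own regions each drops was not tested, as the windows are not its regions.

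The paper states that genes enriched in the ovary and in the brain were over-represented among its genes and that those of other tissues were under-represented. In the fixed lists of marker genes used here, which are not the tissue sets of the paper, the share called was 16.7% for the germline, 5.26% for the eggshell, 6.25% for neuronal genes and 0% for neuropeptides, against 18.7% of all tested genes, and no setting gave an over-representation of any of these 4 lists at an adjusted p under 0.05 (two-sided Fisher exact tests). Digestive enzymes of the midgut were under-represented, at 0% of 31 genes (adjusted p = 0.0269 from the same exact tests).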

Other observations

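Mtk and the 3 genes named with it were singled out and the array means of the lists were set side by side after their values were seen, and the scalings of the lists, cyclic loess among them, were added after the data were seen.

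Genes of mating behaviour and receptivity included 2 that were lower in ZxZ by limma at 10% FDR, of 13 tested: egh, a glycosyltransferase gene, at -0.25 on the log2 scale (SE 0.0702, adjusted p = 0.0874) and dsx, which encodes the transcription factor of sexual differentiation, at -0.26 (SE 0.0918, adjusted p = 0.0965). The other 11 did not pass (3 lower when adjusted over the list alone). The mean of the list was 7.85 ± 0.0082 (SD, n = 4) in ZxZ and 7.89 ± 0.027 (SD, n = 4) in ZxM (exact permutation test, two-sided, p = 0.0286, the smallest that 4 against 4 allow, and adjusted p = 0.358 over the 25 lists). In hormone signalling, 2 of 9 tested genes of ecdysone and juvenile hormone were lower, Kr-h1 and usp, the latter at -0.18 (SE 0.0563, adjusted p = 0.0901), and 7 did not pass, among them the ecdysone-induced transporter gene E23 at -0.14 (adjusted p = 0.113) and gce, a juvenile hormone receptor, at 0.13 (adjusted p = 0.121); over the list alone 5 passed, 1 of them higher. Of 10 tested phototransduction genes rdgB, a phosphatidylinositol transfer protein, was lower at -0.20 (SE 0.0523) and eys, an extracellular protein of the eye, higher at 0.16 (SE 0.0505), and 8 did not pass (5 passed over the list alone, 2 of them higher). In the list fixed for cuticular hydrocarbon synthesis 1 of 7 tested members was lower, app at -0.21 (SE 0.0757), whose role in that synthesis was not checked. Of 7 tested genes of testis and sperm 1 was higher, Mst77F, a protein of sperm chromatin, at 0.13 (SE 0.0460). In the hydrocarbon and testis lists 0 passed over the list alone. Male accessory gland genes held 1 call of 9, SP (1 over the list alone).

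None of 15 tested genes of the immune response was called (0 over the list alone). The smallest p among them were those of the negative regulators PGRP-LB at -0.15 (SE 0.0559, adjusted p = 0.103) and pirk at -0.22 (SE 0.0811, adjusted p = 0.103) and of TotC at -0.24 (SE 0.101, adjusted p = 0.127). The antimicrobial peptide gene Mtk differed by -1.44 (SE 0.740, adjusted p = 0.183), an estimate in which ZxM replicate 1 has the largest array weight (1.75), while the group means were 8.39 ± 0.658 (SD, n = 4) in ZxZ and 9.19 ± 1.67 (SD, n = 4) in ZxM, and replicate 1 was the highest array of both groups, at 11.65 in ZxM (7.99 to 8.68 in the other 3) and 9.32 in ZxZ (7.89 to 8.40 in the other 3), as it was for DptB, BomS2 and PGRP-SB1. None was called of 4 tested immediate early genes (3 lower over the list alone: puc at -0.17, adjusted p = 0.111, sr at -0.15, adjusted p = 0.135, and kay at -0.16, adjusted p = 0.149, over all genes), 10 chemosensory, 6 heat shock, 9 circadian, 17 proteasome and 56 respiratory chain genes (0 over the list alone in each of the last 5). From two-sided Fisher exact tests the adjusted p of the called share was 1 for mating behaviour, hormone signalling, phototransduction, hydrocarbon synthesis, testis, male accessory gland and cell cycle genes, 0.361 for immune, 0.559 for chemosensory and circadian, 0.962 for heat shock, 0.27 for proteasome and 0.733 for mitochondrial ribosomal genes, and the immediate early list was too short for the test. The median differences of the phototransduction, chemosensory, hydrocarbon, testis, male accessory gland, heat shock, circadian, cytosolic ribosomal, respiratory chain, proteasome, tubule, fat body and muscle lists change sign under 1 or more of quantile normalization, centring on the median and cyclic loess, so the direction of these 13 lists depends on the scaling. Set against random lists matched on expression level, the medians of 7 of the 25 lists lay outside the range of 95% of them, those of the eggshell (percentile 0), mating behaviour (0.2) and neuronal (0.4) lists below and those of the phototransduction (99.7), muscle (100), hydrocarbon (100) and cytosolic ribosomal (100) lists above, and 18 lay inside. Members of the random lists were drawn independently, so their range leaves out the shared variation of a real list and can be too narrow. Exact permutation tests of the array means gave these 7 lists an adjusted p of 0.358 or more over the 25 lists.

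Among the array measures, the hybridisation controls were at 11.07 ± 0.133 (SD, n = 4) in ZxZ and 10.84 ± 0.226 (SD, n = 4) in ZxM (exact permutation test, two-sided, p = 0.114, adjusted p = 0.256 over 9 measures). The difference of 3' and 5' probe sets, a measure of RNA degradation, was 0.454 ± 0.0506 (SD, n = 4) and 0.493 ± 0.0834 (SD, n = 4) for actin (exact p = 0.343) and 1.10 ± 0.034 (SD, n = 4) and 1.10 ± 0.0608 (SD, n = 4) for GAPDH (exact p = 0.8).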
